A study of Mus musculus with 2 samples.

How the data were processed

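Single-cell RNA sequencing was carried out on 2 samples of hypothalamic microglia, the resident macrophages of the brain, from young wild-type mice. Per the labels, several mice were pooled and the cells were sorted 20 hours after injection of plasma protein carrying a dye. The fluorescence sort separated microglia that carried the dye (plasma-positive) from microglia that did not (plasma-negative), and each sort gave 1 library. Per the labels' protocols, the libraries were made with the Chromium Single Cell 3' kit v3.1, a droplet method in which each captured RNA molecule carries a unique molecular identifier (UMI). Molecules are counted near the 3' end of the transcript, so gene length was not corrected for.

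The deposited values were raw UMI counts per gene and cell, written by Cell Ranger 6.1.2 per the file headers. The genome build, the gene annotation, the use of strand and the treatment of reads shared between genes were not stated. The matrices were already limited to called cells, as their lowest totals of 504 and 501 UMIs show, and the calling settings were not stated. Each matrix listed 31053 genes by Ensembl identifier and symbol. Both samples used the same gene order, and 35 symbols belonged to more than 1 identifier. GENCODE release M21 on the mouse build GRCm38 was used only for coordinates and gene classes, and 31011 of the 31053 identifiers were found in it. That build need not be the one the authors used. Cell barcodes were not used here.

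The libraries held 34549522 UMIs in 9878 plasma-negative cells and 42006454 UMIs in 10390 plasma-positive cells. Cells were kept with at least 500 UMIs, at least 300 genes and at most 10% of UMIs on mitochondrially encoded genes. In the plasma-negative library 1 cell fell below the gene minimum and 17 exceeded the mitochondrial limit, and in the plasma-positive library 0 and 28 cells did. Doublets, droplets with more than 1 cell, were scored with Scrublet as run in scanpy 1.11.5, at an expected rate of 0.8% per 1000 cells. The automatic threshold called 0 cells in both libraries, so it had not worked. As fixed beforehand for that case, the highest-scoring cells were removed at the expected rates of 7.89% and 8.29%. This took out 778 plasma-negative cells with a median of 4428 UMIs and 859 plasma-positive cells with a median of 4965 UMIs. Because the removed number was set by the expected rate, real doublets may have stayed and real cells may have been lost, and results with these cells kept are given in the closing section.

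The kept cells of both libraries were clustered together. Counts were scaled to 10000 per cell and log-transformed, 2000 highly variable genes and 30 principal components were used with 15 neighbours, and Leiden clustering ran at resolution 0.5 (igraph 0.11.9, anndata 0.12.19). Clusters were named from 14 fixed marker lists, for microglia, border-associated macrophages, monocytes, dendritic cells, neutrophils, T or NK cells, B cells, endothelial cells, mural cells or fibroblasts, astrocytes or tanycytes, the oligodendrocyte lineage, neurons, ependymal cells and erythroid cells. A name needed at least 3 markers, each with a UMI in at least 25% of the cluster's cells. A cluster stayed unnamed where its cells' median depth was under 0.333 of their library's median and no marker of its type was among its 10 leading genes. The clusters were led by Cst3, Psmb2 and Ubb (cluster 0), Cdkn1a, Gm7480 and Fam196b (cluster 1), Kcnq1ot1, Gm15655 and Gm43221 (cluster 2), the immune genes Ccl4, Apoe and Ifitm3 (cluster 3), and Top2a, Mki67 and Hist1h1b (cluster 4). One gene on the T or NK cell list, Ccl5, was among the 10 leading genes of cluster 3, and no microglia marker was among the 10 leading genes of any of the 5 clusters. Comparisons therefore ran over all kept cells and, beside that, by cluster number. Cluster sizes were not compared between the libraries.

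Counts were summed per library over all kept cells and divided by the library's total, and are given as CPM, the counts per 1000000 UMIs of the library. Genes with at least 50 CPM in at least 1 library were compared, with no pseudocount, and listed where the ratio of plasma-positive to plasma-negative was at least 2 or at most 0.5, and likewise at 1.5-fold. This is a rule of size. With 1 library per group, and cells that are not replicates, no test was run and no p-value was computed. Sums carry exact Poisson intervals, shares exact binomial (Clopper-Pearson) intervals, and ratios exact conditional binomial intervals, all at 95% and all covering counting error only (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, Python 3.11.15). A count of 0 is also given with the limit of 3 counts. The intervals leave out differences between mice, sorts and library preparations.

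For 19 fixed gene lists, the median log2 ratio over members with at least 10 CPM in at least 1 library was set beside 10000 random lists of the same size. Each random member was drawn from the 100 genes on either side in mean CPM. A list is described as outside the random lists when its median lay beyond the middle 95% of theirs. To compare cells at equal depth, each cell was thinned without replacement to 1000 UMIs, which left out 796 plasma-negative and 603 plasma-positive cells with fewer.

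The genes named are those with the 10 highest and the 10 lowest ratios at 50 CPM or more. From each list, up to 3 members with the highest mean CPM and up to 3 with the largest absolute log2 ratio were eligible, as were the sex-linked genes and the cell type markers. Genes outside this rule are identified where they appear, and some genes within it are not reported here.

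The alternatives were mitochondrial limits of 5% and 20%, a minimum of 1000 UMIs, doublets kept, clustering resolutions of 0.3 and 1.0, other scalings, the mean over cells, equal weighting of the 4 clusters with at least 100 cells of each library, other CPM minimums, 10 CPM added to both sides, and other thinning depths and UMI minimums. Scaling factors by the trimmed mean of M-values (TMM) came from edgeR 4.0.16, which was used for nothing else. The filters, markers, lists, comparisons, named-gene rule and alternatives were chosen before the data were examined.

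The procedures were tested on simulated data. Counts for the real genes were drawn from the real totals of the plasma-positive and plasma-negative libraries, with 200 genes changed. Both simulated libraries held counting error only, around a shared profile. Differences between mice, sorts and preparations were left out, so the results do not speak to them. The rule of size listed 99 of the 100 genes changed 3-fold, counted whether or not they passed the CPM minimum, and 0 of the 3273 unchanged genes that passed it. Over the 3471 simulated genes past the minimum, the ratio intervals covered the true value for 95.9%. Of 19 unchanged lists, 19 lay inside the random lists, and a list of 15 genes raised 1.5-fold lay at percentile 100.0. These simulated lists were random genes, unlike the real lists, whose members may vary together. Cells simulated at a low and a high depth had medians of 928 and 1934 genes, and of 668.5 and 667 genes after thinning. Figures were drawn with matplotlib 3.10.9.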

Results

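Microglia from the hypothalamus of young mice were sorted by whether they carried dye-labelled plasma protein 20 hours after its injection, and the 2 sorts were profiled as 1 droplet library each. The plasma-negative library listed 9878 cells and 34549522 UMIs, and the plasma-positive library listed 10390 cells and 42006454 UMIs. After filtering, 9082 plasma-negative cells with 30414943 UMIs and 9503 plasma-positive cells with 37032628 UMIs remained. Median depth was 3194.5 UMIs and 1552 genes per cell in the plasma-negative library, against 3654 UMIs and 1701 genes in the plasma-positive library. The median share of UMIs on mitochondrially encoded genes was 1.07% and 1.26%. There was 1 library per group, so no difference below has a replicate check, and every interval covers counting error only.

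The first comparison asked whether both sorts held the same kinds of cell. Joint clustering gave 5 clusters. All 11 microglia markers were detected in at least 25% of the cells of each cluster, so that all 5 took the name microglia-like, although no microglia marker was among the 10 leading genes of any cluster and 1 marker of another type was among those of cluster 3. This name belongs to clusters and not to single cells. Counted cell by cell, 9053 of 9082 plasma-negative cells (99.68%, up to 99.79%) and 9470 of 9503 plasma-positive cells (99.65%, up to 99.76%) held at least 4 microglia markers. The microglia markers were found in at least 62.9% of cells, with a median over markers of 93.7%, whereas the median over the 126 markers of the other 13 types was 0.0220% of cells. Of those, 5 were frequent, with Ighm, of the B cell list, in 50.8% of plasma-negative and 53.9% of plasma-positive cells, Fscn1 in 42.1% and 48.9%, Csf3r in 43.2% and 45.3%, Stab1 in 39.8% and 44.4%, and Slc1a3 in 36.3% and 38.2%. Cells with at least 4 markers of another type were counted without regard to cluster. Border-associated macrophages, the macrophages of the brain's borders, gave 0 plasma-negative and 3 plasma-positive cells (0.0316%, up to 0.0922%). At 2 or more of their markers, which include the frequent Stab1, there were 48 plasma-negative and 100 plasma-positive cells. The oligodendrocyte lineage gave 4 cells in each library, and neurons and ependymal cells each gave 0 plasma-negative and 1 plasma-positive cell. Monocytes, dendritic cells, neutrophils, T or NK cells, B cells, endothelial cells, mural cells or fibroblasts, astrocytes or tanycytes, and erythroid cells gave 0 cells in both. A count of 0, taken to allow 3 counts, allows a share of up to 0.0330% of plasma-negative and 0.0316% of plasma-positive cells, and the exact binomial upper limits are 0.0406% and 0.0388%. These limits hold for kept cells that pass the rule of 4 markers. They do not bound all cells of a type, since a cell may miss the rule. At clustering resolution 1.0, the setting that moved the named share most, 92.6% of plasma-negative and 94.3% of plasma-positive cells lay in named clusters. The remainder formed 1 shallow cluster, with a median of 905 UMIs per cell, which had all 11 microglia markers but did not meet the depth rule for a name.

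The second comparison asked which transcripts differed between microglia with and without plasma protein. Of 31053 genes listed, 17984 had a UMI in the kept cells and 3550 reached 50 CPM in at least 1 library. Their median log2 ratio, plasma-positive over plasma-negative, was -0.03, with quartiles of -0.10 and 0.04. Across these genes, which are not independent replicates, Pearson's r of log2 CPM was 0.994. The rule of size listed 4 genes at 2-fold or more higher and 0 at 2-fold or more lower in the plasma-positive library. At 1.5-fold, 5 genes were higher and 0 were lower. The choice of CPM minimum moved the count most, to 21 genes higher and 0 lower at 2-fold with a minimum of 10 CPM.

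**Figure D1:**
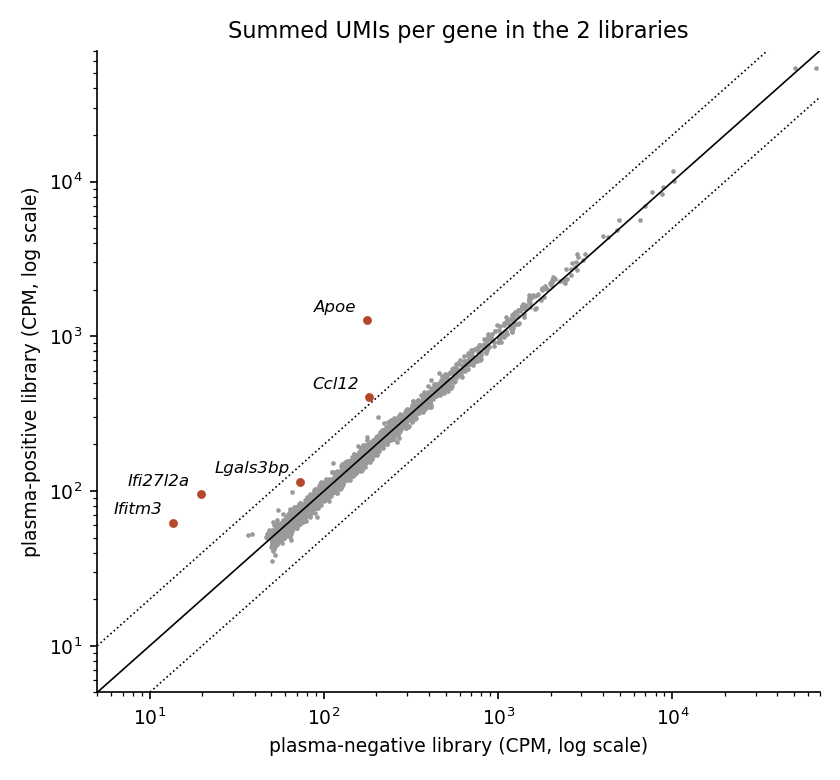
Summed UMIs per gene as CPM, plasma-negative library on the x axis and plasma-positive library on the y axis, both on log scales, for the 3550 genes with at least 50 CPM in at least 1 library. The solid line marks equal values, the dotted lines mark 2-fold, and the 5 red points are the genes at 1.5-fold or more, led by Apoe at 176 against 1276 CPM.

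Apoe (ENSMUSG00000002985), which encodes the lipid carrier apolipoprotein E, had the highest ratio among the genes at 50 CPM or more. It lies on chromosome 7 from 19696109 to 19699188 on the minus strand (GRCm38, GENCODE M21, protein-coding). Its level was 176 CPM (171 to 181, exact Poisson interval) in the plasma-negative and 1276 CPM (1265 to 1288) in the plasma-positive library, from 5351 and 47257 UMIs. The log2 ratio was 2.86 (2.82 to 2.90) and lay between 2.72 and 2.90 under the alternatives tried. Thinning each cell to 1000 UMIs gave 2.72. Ifi27l2a (ENSMUSG00000079017, chromosome 12, 103442167 to 103443680, minus strand, protein-coding) was at 19.6 CPM (18.1 to 21.2) and 95.7 CPM (92.5 to 98.9), a log2 ratio of 2.29 (2.16 to 2.42). Ifitm3 (ENSMUSG00000025492, chromosome 7, 141009586 to 141010770, minus strand, protein-coding) was at 13.5 CPM (12.3 to 14.9) and 62.4 CPM (59.9 to 65.0), a log2 ratio of 2.20 (2.05 to 2.36). Both are induced by interferon and belong to families of similar genes, between which the unstated counting could have split reads. Ccl12 (ENSMUSG00000035352, chromosome 11, 82101845 to 82103400, plus strand, protein-coding), a chemokine gene, was at 182 CPM (177 to 186) and 403 CPM (396 to 409), a log2 ratio of 1.15 (1.105 to 1.19). Under equal weighting of clusters, which are themselves defined in part by such genes, its log2 ratio was 0.74, below 2-fold. Lgals3bp (ENSMUSG00000033880, chromosome 11, 118392751 to 118402092, minus strand, protein-coding) was at 73.2 CPM (70.1 to 76.3) and 115 CPM (111 to 118), a log2 ratio of 0.65 (0.58 to 0.72).

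Slfn2, Lyz2, Stmn1 and Selenow were also among the 10 highest ratios, with log2 ratios from 0.58 for Slfn2 to 0.45 for Selenow. Lyz2 has a near-identical neighbour, and its counts are uncertain for that reason. The 10 lowest ratios ran from -0.50 (-0.61 to -0.39) for Wdcp to -0.30 for Amn1. Between them lay E230001N04Rik, Glrp1, Gm43221, Gm26532, Csmd3, Gfm2, Mthfd2 and Zfp691. GENCODE M21 classes E230001N04Rik and Gm26532 as long intergenic non-coding RNAs and Gm43221 as antisense. Because the use of strand was not stated, the counts of Gm43221 and Gfm2 are uncertain. Wdcp was at 50.2 CPM (47.8 to 52.8) and 35.5 CPM (33.6 to 37.5), and Csmd3, at a higher level, was at 263 and 209 CPM.

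Below 50 CPM, 17 further genes between 10 and 50 CPM were at 2-fold or more higher in the plasma-positive library, and 0 were lower. Of these, C4b rose from 1.48 CPM (1.08 to 1.98) to 18.6 CPM (17.2 to 20.0), a log2 ratio of 3.65 (3.22 to 4.12). Axl rose from 3.19 CPM to 13.4 CPM, a log2 ratio of 2.07 (1.76 to 2.40). Ccl2 rose from 3.49 CPM to 13.3 CPM, a log2 ratio of 1.93 (1.62 to 2.24). C4b has a close paralogue, so its counts are uncertain. Ccl5 rose from 2.70 CPM to 26.7 CPM, a log2 ratio of 3.31 (2.98 to 3.65). The others were Ifi207, Oasl2, Ifi204, Irf7, Slfn5, Isg15, Gm4951, Top2a, Ifit3, Ccl4, Ifit2, Fgl2 and Cd72. Some of these were named after their values were seen.

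The third comparison set 19 gene lists, covering microglial states and the routes of protein uptake and breakdown, against matched random lists. The medians of 11 lists lay above the random lists, 1 lay below and 7 lay inside. The type I interferon response had the highest median, 1.095 (0.940 to 1.251 from counting error), with all 15 members higher and random lists between -0.12 and 0.03. Equal weighting of clusters moved it most, to 0.24, which was still above the random lists. Its UMIs made up 0.0484% (0.0476% to 0.0492%) of the plasma-negative and 0.0860% (0.0850% to 0.0869%) of the plasma-positive total, a ratio of 1.78 (1.74 to 1.81). Oasl2, at a log2 ratio of 2.04, had the largest change after Ifi27l2a and Ifitm3, and Bst2, at 177 and 222 CPM, was the most abundant member, with a log2 ratio of 0.33.

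Chemokines and cytokines followed with a median of 0.39 over 8 genes, of which 7 were higher. With list genes at 50 CPM or more the median of this list was 0.08. Mitochondrially encoded transcripts had a median of 0.26 and were higher in 13 of 13 cases. Cytosolic ribosomal protein transcripts had a median of 0.16, with 83 of 90 higher, and rose from 9.04% to 10.1% of all UMIs, a ratio of 1.12. Nuclear oxidative phosphorylation genes had a median of 0.10, with 71 of 80 higher. Cell cycle genes had a median of 0.15 over 11 genes, of which 10 were higher. MHC class I presentation had a median of 0.12 over 9 genes, of which 7 were higher, and MHC class II presentation had a median of 0.09 over 5 genes, all higher. Counts of the MHC genes, which form families of similar sequence, are uncertain. Lipid and cholesterol handling, which includes Apoe, had a median of 0.09 over 11 genes, of which 8 were higher. Iron and heme handling had a median of 0.08 over 9 genes, of which 6 were higher, at percentile 97.53 of the random lists. This list reversed to -0.02 under equal weighting of clusters.

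**Figure D2:**
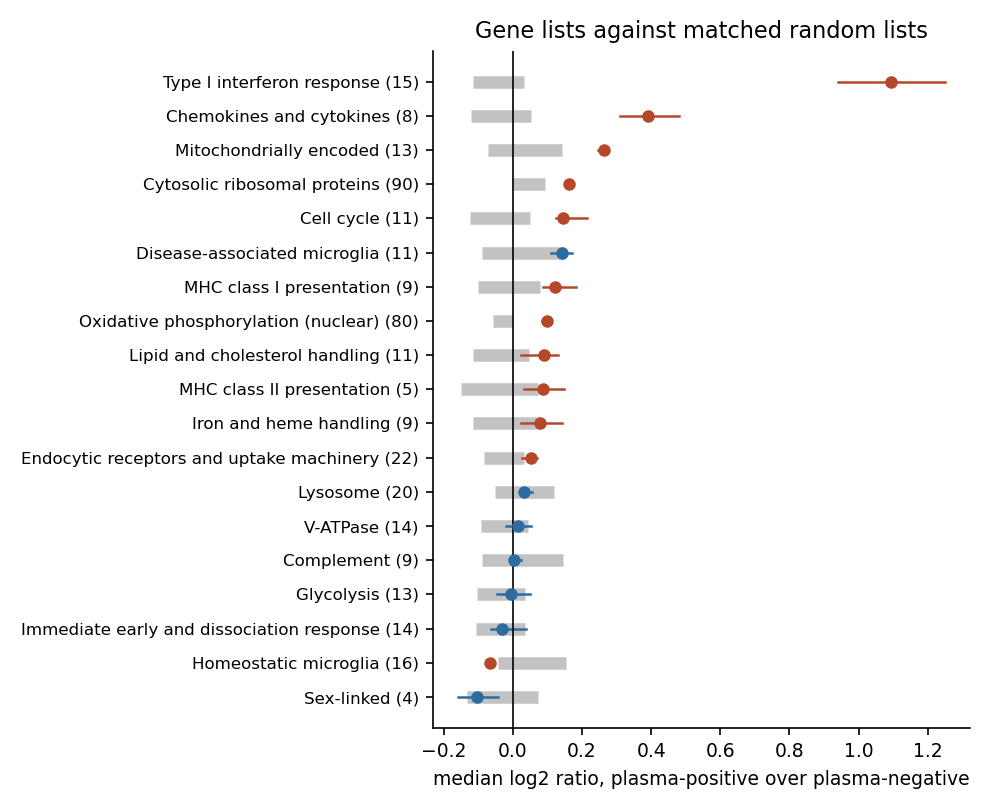
Median log2 ratio, plasma-positive over plasma-negative, of 19 gene lists, with the number of genes compared in parentheses. Points are medians, thin lines their 95% counting range, and grey bars the middle 95% of 10000 matched random lists. Red points lie outside the grey bar and blue points inside, with the interferon list highest at 1.095.

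Homeostatic microglia genes lay below the random lists, with a median of -0.07 over 16 genes, of which 11 were lower. Their random lists, matched on level, lay between -0.04 and 0.15, with a median of 0.07. All genes at 50 CPM or more had a median of -0.03 and quartiles of -0.10 and 0.04. The list was thus low against genes of like level but between the quartiles of all compared genes. Cx3cr1 fell by 0.19 on the log2 scale, from 6496 to 5685 CPM, while Fcrls rose by 0.16. Cst3, the most abundant member, was at 50418 and 54215 CPM, so that the summed share of the list was higher in the plasma-positive library, at 8.96% against 8.76% of UMIs. Endocytic receptors and uptake machinery had a median of 0.05 over 22 genes, of which 15 were higher. Its members ranged from -0.44 for Tfrc to 2.07 for Axl. The lysosome list had a median of 0.03, V-ATPase 0.02, complement 0.00, glycolysis -0.01 and the immediate early and dissociation response -0.03, all inside the random lists. Except for the lysosome list, the signs of these medians were not stable. TMM scaling adds the same 0.04 to every log2 ratio, so its changes of glycolysis to 0.03 and the dissociation response to 0.01 test nothing. Leaving mitochondrial and ribosomal genes out of the total likewise adds the same 0.02 to every log2 ratio. Its change of glycolysis to 0.01 tests nothing either. Glycolysis was also positive with each cell thinned and with list genes at 50 CPM. The dissociation response was also positive under the mean over cells. V-ATPase turned negative with each cell thinned and with clusters weighted equally. Complement did so with a minimum of 1000 UMIs per cell and with list genes at 50 CPM. The disease-associated microglia list, which holds Apoe and Axl, had a median of 0.14 at percentile 96.3. The sex-linked list had a median of -0.10 over 4 genes, at percentile 7.61.

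The fourth comparison asked whether the differences came from few or many cells. After thinning to 1000 UMIs, 2.55% (2.22% to 2.91%, exact binomial) of 8286 plasma-negative and 7.39% (6.86% to 7.96%) of 8900 plasma-positive cells held at least 3 UMIs of the interferon list. Without thinning the shares were 17.3% and 28.6%, the largest move among the alternatives tried with that minimum. At least 3 Apoe UMIs were held by 1.70% (1.43% to 2.004%) and 6.55% (6.05% to 7.08%) of thinned cells, and by 5.02% and 13.6% of cells without thinning. All clusters were microglia-like, so no cell type lacking these genes was at hand to give the share that free RNA produces. For the other lists the shares of thinned cells with at least 3 UMIs included 5.03% against 8.07% for chemokines and cytokines. Lipid and cholesterol handling had 6.95% against 12.6%, which in part repeats the Apoe result. Apoe held 5351 of that list's 26312 plasma-negative and 47257 of its 74839 plasma-positive UMIs before thinning. The shares were 9.45% against 11.3% for the cell cycle, and 26.6% against 26.4% for the immediate early and dissociation response. Without thinning these shares were 37.6% and 50.02% for chemokines and cytokines, 40.2% and 54.6% for lipid and cholesterol handling, 55.3% and 64.7% for the cell cycle, and 76.8% and 82.8% for the dissociation response. The cell cycle list includes Tuba1b, H2afz and Tubb5, each seen in at least 42.6% of cells of either library. Its shares therefore do not count dividing cells.

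**Figure D3:**
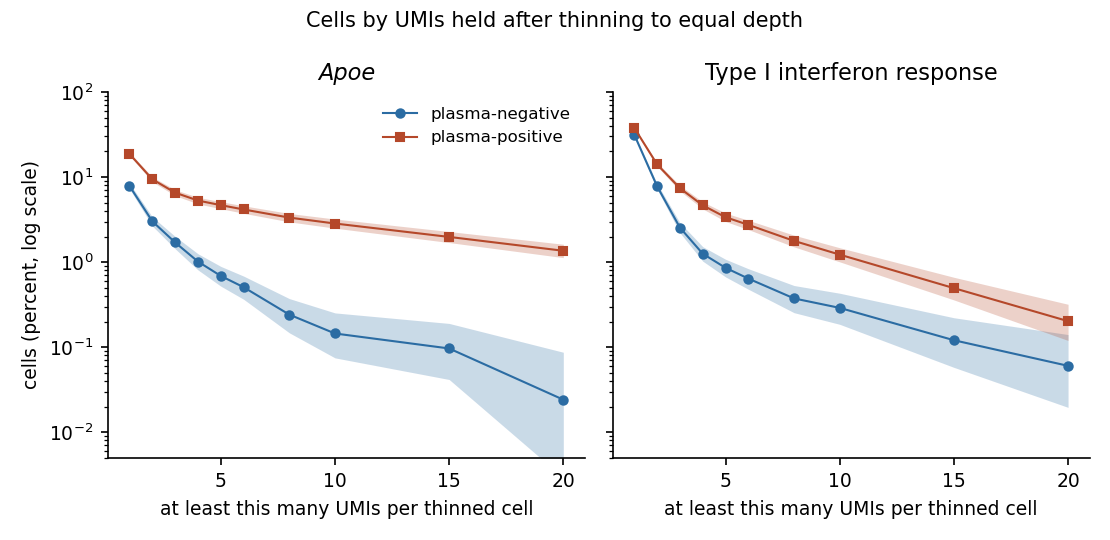
Percent of cells, on a log scale, holding at least the number of UMIs on the x axis of Apoe (left) or the interferon list (right) after thinning each cell to 1000 UMIs. Blue circles are the 8286 plasma-negative cells, red squares the 8900 plasma-positive cells, and bands exact 95% binomial intervals. At 3 UMIs the shares were 1.70% and 6.55% for Apoe and 2.55% and 7.39% for the interferon list.

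By cluster number, the ratio of Apoe CPM was 2.39 (2.27 to 2.52) in cluster 0, 2.93 (2.40 to 3.58) in cluster 1, 2.53 (2.41 to 2.66) in cluster 2, 8.76 (8.22 to 9.34) in cluster 3 and 6.43 (3.05 to 16.2) in cluster 4. The ratio of the summed interferon list ran from 1.13 (1.09 to 1.18) in cluster 0 to 1.26 (1.03 to 1.55) in cluster 4, below the 1.78 over all cells. Both Apoe and interferon-induced genes led cluster 3, so that clustering had already sorted cells by the quantities compared. Because the libraries differed in mitochondrial share, the ratios were also computed within 10 bins of equal size, made by ranking the cells by that share. The Apoe ratio lay between 3.89 (3.40 to 4.46) and 10.5 (9.14 to 12.005) in the 10 bins, and the interferon ratio between 1.43 (1.35 to 1.52) and 2.22 (2.05 to 2.42).

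**Figure D4:**
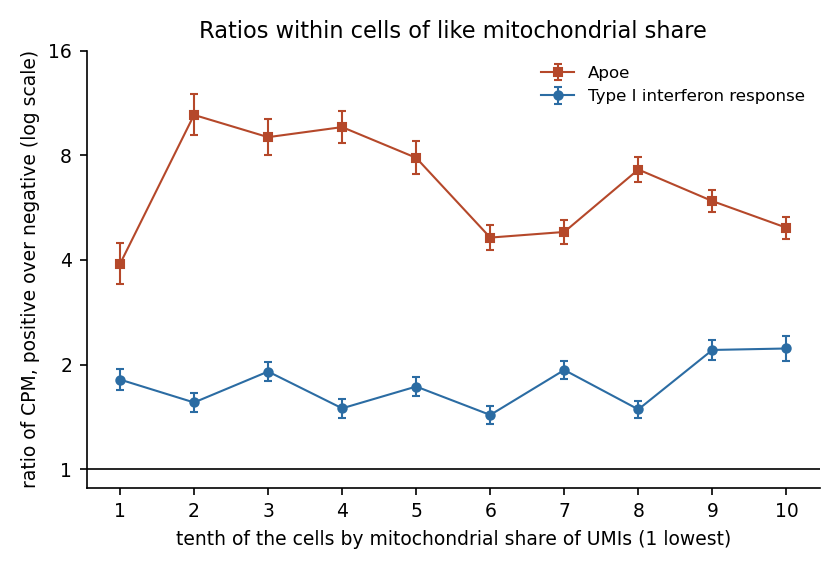
Ratio of CPM, plasma-positive over plasma-negative, on a log scale, within 10 bins of equal size of all kept cells ranked by the mitochondrial share of UMIs. Red squares are Apoe, blue circles the summed interferon list, and bars exact 95% conditional binomial intervals. All 10 bins lie above 1 for both, and the lowest ratios are 3.89 and 1.43.

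The number of genes detected per cell depended on depth. After thinning, the median was 651 (650 to 652) genes in plasma-negative and 649 (648 to 650) in plasma-positive cells, where it had been 1552 and 1701 before. At 2000 UMIs the medians were 1123 and 1116. Sex-linked transcripts described the pools. Xist, expressed from the inactive X chromosome of females, had 9 UMIs (0.296 CPM, 0.135 to 0.562) in the plasma-negative and 3 UMIs (0.0810 CPM, 0.0167 to 0.237) in the plasma-positive library. Its antisense gene Tsix had 14 and 11 UMIs. The Y-linked genes were at 84.5 and 78.7 CPM for Ddx3y, 76.5 and 74.9 CPM for Eif2s3y, 38.2 and 35.5 CPM for Uty, and 28.1 and 25.4 CPM for Kdm5d. At least 1 of these 4 Y-linked genes was seen in 19.9% (19.1% to 20.8%) of thinned plasma-negative and 19.1% (18.3% to 19.9%) of thinned plasma-positive cells, and in 48.7% and 50.7% of cells without thinning.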

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

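Every alternative reported in this part was planned. Of 702 recomputed values, 499 stayed the same (within the counting interval, within 1.5 times for counts, or on the same side of the random lists), 183 moved further, 17 came to lie inside the random lists, 2 came to lie outside them and 1 reversed. With 1 library per group, no alternative could leave out a replicate. No paired analysis was possible because each group had 1 library and the comparisons came from no test. Running the comparisons over all kept cells was planned as an alternative to microglia-like cells, but these were the same cells, so it gave no separate values. No scaling moved the median log2 ratio of all compared genes by more than 0.1, and the largest shift was 0.04, with TMM scaling.

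The 4 genes at 2-fold or more higher numbered 4 or 5 under every cell filter, scaling, weighting and the added CPM. With TMM scaling 8 genes were at 1.5-fold or more higher, adding Lyz2, Slfn2 and Ccl4. A minimum of 10 CPM, which compares 8355 genes, gave 21 genes at 2-fold higher, and at 1.5-fold 31 higher and 2 lower (Myo18b and Cdkn1a). A minimum of 200 CPM, which compares 761 genes, left 2 higher at either fold, Apoe and Ccl12. With clusters weighted equally 1 gene, Lpl, was at 2-fold or more lower, with a log2 ratio of -1.34, and 3 genes, with Cxcl10 and Ccl3, were at 1.5-fold or more lower. Among its 4 higher genes Ccl5 replaced Ccl12. That weighting rests on 4 clusters defined in part by such genes, and the cause of these values was not tested. Apoe, Ifi27l2a and Ifitm3 were above 2-fold under the alternatives that compared them, which the minimum of 200 CPM did for Apoe alone. With clusters weighted equally the log2 ratio fell from 2.29 to 1.74 for Ifi27l2a and from 2.20 to 1.16 for Ifitm3. In the same setting Stmn1 fell from 0.51 to 0.15, and Gm43221, among the 10 lowest ratios, went from -0.42 to -0.01. Lgals3bp (0.65) and Wdcp (-0.52) did not become smaller.

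The interferon, MHC class I, mitochondrially encoded, ribosomal, oxidative phosphorylation and homeostatic lists kept their side of the random lists under all alternatives. With clusters weighted equally several were smaller, at 0.243 for interferon, 0.108 for mitochondrially encoded, 0.0527 for ribosomal, 0.0384 for oxidative phosphorylation and -0.0301 for homeostatic genes. With a mitochondrial limit of 5%, MHC class II (0.0710) and iron and heme handling (0.0749) came to lie inside. Iron and heme handling also came inside at the 20% limit (0.0782), with doublets kept (0.0789) and under the mean over cells (0.0719), where MHC class II (0.0893) did too. Iron and heme handling came inside with TMM scaling (0.119) as well. That scaling adds the same 0.04 to every log2 ratio and so tests nothing here. With each cell thinned, MHC class II (0.112), endocytic receptors (0.0444), lipid and cholesterol handling (0.0484) and iron and heme handling (0.105) came inside and glycolysis (0.0737) came to lie above. With clusters weighted equally, chemokines and cytokines (0.0483), the cell cycle (0.0587) and lipid and cholesterol handling (0.0538) came inside, glycolysis (-0.0935) came to lie below, and iron and heme handling reversed to -0.0155. With list genes at 50 CPM or more, MHC class II (0.0662), lipid and cholesterol handling (0.0934) and iron and heme handling (0.142) came inside, where fewer genes entered. That minimum also lowered the interferon median from 1.095 to 0.579 and the chemokine and cytokine median from 0.391 to 0.0766. Both stayed above the random lists. For the other settings the cause was not tested. Iron and heme handling (percentile 97.53) and MHC class II (98.75) lay close to the edge of the random lists to begin with, and the other lists that changed did not.

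The share of cells with UMIs of the interferon list depends on depth by construction. It was 31.5% of plasma-negative and 37.9% of plasma-positive cells for at least 1 UMI, 0.857% and 3.37% for at least 5 UMIs, 7.44% and 14.9% with cells thinned to 2000 UMIs, and 17.3% and 28.6% without thinning, higher in the plasma-positive library each time. Genes per cell were 1123 and 1116 after thinning to 2000 UMIs and 1552 and 1701 without thinning, so the order of the libraries followed depth. The microglia-like share was 93.5% and 95.2% with doublets kept and 92.6% and 94.3% at resolution 1.0, where clusters that did not meet the rule for a name held the remainder. Another 159 values moved, among them 117 shares of cells for other lists, 25 log2 ratios of named genes and 15 shares of UMIs.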

Other observations

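The tests chosen only after the result was seen were those of astrocyte RNA, border-associated macrophages, monocytes and dissociation for Apoe, free RNA in cells with few Apoe UMIs, each test of the interferon list other than batch, cells with little cytoplasmic RNA, 1 subset of cells with both signals, free RNA for neuropeptides and depth for mitotic transcripts. The astrocyte, neuropeptide and mitotic lists were also drawn up after the first results.

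Apoe was 7.25-fold (7.05 to 7.46) higher in the plasma-positive library. Several technical explanations were argued against by the counts. The ratio divides each sum by the library's total, so library depth alone could not produce it. Thinning every cell to the same number of UMIs tested only the greater weight of deeper cells. The ratio was then 6.57 (6.21 to 6.95). Free RNA would spread 1 or 2 to a cell, whereas 80.6% of plasma-positive Apoe UMIs lay in cells with at least 5 after thinning, against 2.55% in a Poisson draw with the same mean. Astrocyte RNA would bring other abundant astrocyte transcripts. The 8 listed other than Slc1a3 summed to 5.70 CPM in the plasma-positive library, far below Apoe at 1276 CPM. Slc1a3 was left out because it held most of the list's UMIs in both libraries, and the list with it had a ratio of 0.911. The 8 others had a ratio of 1.72 (1.35 to 2.20), with Mt3 at 2.63 (1.73 to 4.10), so a small contribution of astrocyte RNA stays open. Without cells holding 2 or more border macrophage markers the ratio was 6.21, although those 100 plasma-positive cells held 16.2% of its Apoe UMIs. Without thinning, 1296 plasma-positive cells held at least 3 Apoe UMIs. Of these, 0.309% held 2 or more monocyte markers, and 98.1% held at least 6 of the 11 microglia markers. The lowest ratio over 10 bins of cells ranked by mitochondrial share was 3.89. A dissociation response stayed open, since its summed list had a ratio of 1.00 (0.992 to 1.01) but its members went both ways, with 6 higher and 8 lower. With 1 library per sort, a difference between library preparations cannot be told apart from a difference between the sorts. A biological difference tied to plasma protein uptake remains open as an untested hypothesis, as does the reverse order, in which cells with more Apoe may have taken up more.

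Cells with 1 or 2 Apoe UMIs after thinning were also more frequent in the plasma-positive library, at 12.1% against 6.16%. Without thinning, 34.5% of plasma-positive and 14.8% of plasma-negative cells held at least 1 Apoe UMI. Cells with at least 3 held 91.9% of the rise in mean Apoe per cell. For the small remainder, free RNA and low expression cannot be told apart, because no cell type without Apoe and no empty droplets were analysed here.

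The interferon list rose 1.78-fold. The ratio was 1.74 (1.68 to 1.81) with cells thinned, 1.75 (1.71 to 1.78) without cells holding 2 or more border macrophage markers, and at its lowest 1.43 over the bins of mitochondrial share. Cells with at least 5 UMIs of the list after thinning held 39.9% of its plasma-positive UMIs, against 1.08% in a Poisson draw, and cells with at least 3 held 91.6% of the rise per cell. These values argue against the weight of deeper cells, free RNA, border macrophages and mitochondrial share as the whole cause. Library depth is already divided out of the ratio, so thinning was no test of it. With 1 library per sort, batch cannot be told apart from the sort, and a response of the cells to plasma protein may be a candidate explanation that was not tested.

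Both signals sat in few cells, which raised the question of whether 1 subset carries both. In the plasma-positive library 27.1% (23.5% to 30.9%) of cells with at least 3 Apoe UMIs also held at least 3 interferon UMIs, against 6.01% (5.51% to 6.54%) of other cells. Of its cells with at least 3 interferon UMIs, 24.0% (20.8% to 27.5%) held at least 3 Apoe UMIs. In the plasma-negative library 4.96% (2.02% to 9.96%) of cells with at least 3 Apoe UMIs held at least 3 interferon UMIs, from 7 cells with both. The share of its other cells was 2.505% (2.18% to 2.87%). Of its cells with at least 3 interferon UMIs, 3.32% (1.34% to 6.72%) held at least 3 Apoe UMIs. Although the signals overlapped, 1 subset high in both was argued against as the whole pattern. Of the 658 plasma-positive cells with at least 3 interferon UMIs, 413 had no Apoe UMI after thinning. Among cells with no Apoe UMI, 5.71% (5.18% to 6.27%) of plasma-positive and 2.57% (2.22% to 2.95%) of plasma-negative cells held at least 3 interferon UMIs. An Apoe UMI was seen in 34.5% of plasma-positive cells without thinning and in 18.7% of thinned cells. A thinned cell with none may therefore still hold low Apoe, and a subset of interferon cells with low Apoe was not excluded. If the libraries differed only in how many cells held at least 3 Apoe UMIs, the counts within those cells would be alike. After thinning, 253 of 583 such plasma-positive and 12 of 141 such plasma-negative cells held at least 10. At least 20 were held by 1.36% (1.13% to 1.62%) of all thinned plasma-positive and 0.0241% (0.00292% to 0.0872%) of plasma-negative cells. These values argue against more such cells as the only difference. They do not separate more Apoe in each cell from more cells of high Apoe. Among cells with at least 3 UMIs the mean was 14.5 in the plasma-positive and 5.43 in the plasma-negative library, a ratio of 2.66, while the share of such cells differed 3.85-fold.

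A small shift ran alongside, with ribosomal and mitochondrial transcripts higher and Malat1, a nuclear non-coding RNA singled out after its value was seen, lower (66204 and 54382 CPM, log2 ratio -0.28). Part of it went with the clusters. With clusters weighted equally the ribosomal median was 0.0527 against 0.162, the mitochondrial median 0.108 against 0.264 and the Malat1 log2 ratio -0.14. The ribosomal ratio within clusters ran from 1.01 in cluster 3 and 1.02 in cluster 1 to 1.08 in cluster 4. As a class, 189 long non-coding RNAs had a median log2 ratio of -0.19, with 164 lower, at percentile 0.0 of matched random lists, which had been predicted for less nuclear RNA in the plasma-positive library. More cells with little cytoplasmic RNA in the plasma-negative library stayed open. The bin of lowest mitochondrial share held 1291 plasma-negative and 568 plasma-positive cells, which goes with this explanation. Ribosomal transcripts were higher in 10 of 10 bins of mitochondrial share, with a median ratio over bins of 1.08 against 1.12 over all cells. The bin of highest share had the largest ribosomal ratio, 1.27, and the lowest Malat1 ratio, 0.718. Mitochondrial share is itself part of the pattern and an imperfect measure of leakage, so the bins decide nothing here. Cells holding Apoe or interferon transcripts did not carry the shift alone. Among cells of at least 1000 UMIs the ribosomal ratio was 1.11 with them and 1.08 without the 4.16% of plasma-negative and 12.2% of plasma-positive cells that held 3 or more such UMIs. A different balance of nuclear and cytoplasmic RNA, from handling or from cell state, is consistent with the percentile of 0.0 and was not resolved further. A biological difference between the sorts stays open and untested.

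Some other genes also stayed higher without those cells. Lgals3bp had a log2 ratio of 0.65 among cells of at least 1000 UMIs and 0.33 (0.25 to 0.42) without them, Lyz2 0.54 and 0.28, and C4b 3.62 and 2.20 (1.68 to 2.76). H2-D1 went from 0.35 to 0.09. These genes were chosen after their values were seen.

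Neuropeptide transcripts, made by hypothalamic neurons, were seen in few cells but were unequal between the sorts. Over 13 such genes there were 172 UMIs (5.66 CPM) in the plasma-negative and 826 UMIs (22.3 CPM) in the plasma-positive library, a ratio of 3.94 (3.34 to 4.68). Oxt had 1 and 272 UMIs, a ratio of 223 (39.8 to 8856), of which 235 lay in 3 plasma-positive cells, and Avp had 78 and 280 UMIs. Not all members rose, since Pomc, with as many plasma-negative UMIs as Avp, had 78 and 92 UMIs, a ratio of 0.969 (0.709 to 1.33). Free RNA would spread 1 or 2 to a cell, whereas 71.8% of the plasma-positive UMIs lay in 21 cells with at least 5, which had a median of 10 microglia markers. The plasma-negative library had 6 such cells. For neurons captured with a cell, 0% of the 21 cells (up to 16.1%) held 3 or more of the 10 neuron markers. At least 1 was held by 38.1%, against 3.19% of other plasma-positive cells. Pomc is on both the neuropeptide and the neuron marker list, so a cell picked for Pomc holds a neuron marker by construction. No share without Pomc was computed, so the contrast of 38.1% with 3.19% decides nothing. The neuron markers are near the detection limit, so a neuron or a fragment in the same droplet cannot be told apart from neuronal material attached to or inside a microglial cell, nor can the sort be told apart from the library with 1 library per sort.

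Mitotic transcripts, 9 of the cell cycle genes, were in more plasma-positive cells. At least 3 UMIs were held by 26 of 9082 plasma-negative cells (0.286%, 0.187% to 0.419%) and 60 of 9503 plasma-positive cells (0.631%, 0.482% to 0.812%). The ratio of these shares was 2.64 after thinning and 2.34 before cells were removed by doublet score, which argues against depth and doublet removal. The 2 thinned shares were 0.145% (0.0749% to 0.253%) and 0.382% (0.265% to 0.533%). With 1 library per sort, batch and sort cannot be told apart, and the number of dividing cells was small.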
